A study of Danio rerio with 4 samples. Its data were reported in "Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma" (2014).

How the data were processed

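The data were 3′ RNA-SAGE tag libraries of zebrafish liver, 2 control and 2 tumor, all from 1 transgenic line. Per the labels, one-month-old fish of the tumor group received mifepristone at 1 µM for 36 hours and control fish received none. In the methods of the study, cDNA was digested with NlaIII and EcoP15I, the tags were sequenced on the SOLiD platform and mapped to zebrafish RefSeq mRNAs with at most 2 mismatches, and the mapper was not stated. The authors deposited 1 table per library of RPM values, the tags of an entry as a per-million share of all tags assigned to the listed RefSeq entries, printed with 2 decimals and called TPM in the study although no transcript length enters. The labels name the build danRer7, but the tables hold RefSeq mRNA entries and no coordinates, so no positions are given.

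Each table sums to between 999992 and 1000005. The lowest values lie on steps of 1 tag, 0.44, 0.48, 0.23 and 0.4 RPM in control 1, control 2, tumor 1 and tumor 2, and from these steps the tags per entry were recovered. Within a tolerance of 0.1 tag, 99.6% to 99.98% of the values were whole numbers of tags. Recovered tags were 2272096, 2099941, 4295495 and 2479116, a ratio of 2.05 between the deepest and the shallowest library. The study listed total tag reads that were far larger and much more even between these libraries. The ratio is therefore one of tags assigned to listed entries and not of sequencing depth, and most reads are not in the deposited values. A floor of 3 tags, the upper limit for an entry listed at 0, was 1.32, 1.43, 0.698 and 1.21 RPM in these libraries. Intervals and floors cover counting error alone, since SAGE reads without molecular identifiers are not independent molecules. Gene symbols were taken by RefSeq identifier from a zebrafish RefSeq table of a later assembly. Of 15949 entries seen in any library, 9433 (59.1%) had a symbol, and these held 79.6% to 84.2% of the tags. An entry without a symbol cannot be a list member, and 6044 of the 8750 tested entries had one.

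The tests, the gene lists, most alternatives and the rule for naming genes were fixed before the data were examined, and the design allowed for either counts or normalized values. Because the files hold normalized values, the test written for that case was used: limma with a mean-variance trend on log2(RPM + 1) over entries with at least 1 RPM in at least 2 libraries, with an adjusted p (Benjamini-Hochberg over all tested entries) under 0.05. Libraries were grouped by the labels and the fit compared tumor with control with no covariate. With 2 libraries per group, limma takes the spread of an entry partly from entries of like abundance. The 48 lists of zebrafish symbols covered metabolism, secretion, translation, signalling, the cell cycle, egg proteins, markers of 14 other cell types and organs, the genes of the transgene and the genes picked by the study, the last matched by the identifiers given there. Lists with at least 5 tested entries were tested with camera (preset correlation of 0.01, Benjamini-Hochberg over 45 lists), and beside it with camera on an estimated correlation and with fry. An adjusted p of an entry or of a list comes from limma unless another tool is named.

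The genes named are *kras* and *fabp10a*, in each direction the 6 called entries with the largest change (a mean of at least 10 RPM in the higher group, libraries of the groups not overlapping, a gene name other than a clone name) and the 4 most abundant called ones, in each list the 3 called members with the smallest p and the most abundant member, and any member of the lists picked by the study. Where a group was at 0 in both libraries, a fold is given as a lower bound against the 3-tag floor per library. Where a group had 1 to 3 tags, any fold given is the ratio of pooled tags with its exact 95% interval (Clopper-Pearson on the share of tags). The selection thresholds of the study (fold over 1.5, an unadjusted p under 0.05 in a 2-sided equal-variance test on RPM, and over 10 RPM in either group mean) were applied to all entries to give a count under that rule.

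Other settings fixed in advance were DESeq2 size factor and upper quartile scaling, library totals alone, the DESeq2 Wald test and limma-voom on recovered tags, a limma test against a fold of 1.5, no filter on low values or a mean over 10 RPM, pseudocounts of 0.1 and 10, an adjusted p under 0.01, an added fold of 1.5, entries of 1 symbol summed, the replicate number as a block and each library left out in turn. Where 1 library was left in a group, it was assumed to vary like the other group. Such a fit also changes the estimate of the spread, so a call lost or gained in it does not show dependence on 1 library. Chosen after the data were seen were edgeR quasi-likelihood tests and TMM scaling on recovered tags, values rescaled without the 134 entries of the pancreas, intestine, muscle, gonad and kidney lists, tumor 1 thinned to the depth of the shallowest library, entries over 16 times higher in control left out of the counts, and symbol matching of the lists picked by the study. The pipeline was tested on simulated libraries with 200 changed entries. There limma made 144 calls, 1 of them false, and recovered 44% of the 2-fold and 99% of the 4-fold changes, and DESeq2 recovered 26% and 70%. Changed entries were not drawn from the lowest ones, went up and down evenly, and all entries had the same simulated spread. These shares need not hold for the data. Used were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No library and no column was left out.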

Results

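The data came from livers of a transgenic zebrafish line in which a mutant *kras* gene stands behind the liver promoter *fabp10* and stays silent until the Cre recombinase removes a stop cassette. Mifepristone, a steroid drug, switches on that recombination. There were 2 control libraries from livers of fish that received no drug and 2 tumor libraries from livers of fish treated at 1 µM for 36 hours and left to develop tumors. According to the methods of the study, each library was a pool of livers and the pools were biological replicates. The p-values of single entries rest on the spread between pools, taken partly from entries of like abundance. Those of camera with the preset correlation set a list against the other tested entries and do not measure the spread between pools. RNA was profiled by 3′ RNA-SAGE, in which a short tag next to the 3′ end of each mRNA is sequenced and counted. The deposited values are RPM, per-million shares of all tags assigned to RefSeq transcript entries, and they sum to 999992 to 1000005 in the 4 libraries. From the steps between low values, 2272096 and 2099941 tags were recovered for control 1 and control 2, and 4295495 and 2479116 tags for tumor 1 and tumor 2. The files listed 12159, 11757, 12691 and 11181 entries for these libraries in the same order. The 10 most abundant entries held 34.3% and 36.5% of tags in the controls and 43.7% and 42.5% in the tumors. On log2 values, Pearson correlation across the 8750 tested entries was 0.971 between the controls, 0.978 between the tumors and 0.770 to 0.776 between a control and a tumor library.

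The comparison of tumor and control libraries asked which transcripts change in livers with *kras*-driven tumors. In tumor libraries, transcripts of cholesterol synthesis enzymes were 13.8-fold higher in sum (9.24-fold without *hmgcs1*) and those of the unfolded protein response and its chaperones 2.0-fold (2.1-fold without *atf4a*), and more of the genes induced by Ras-ERK signalling rose than fell. Transcripts for amino acid breakdown were 2.9-fold lower in sum (2.12-fold without *bhmt*), those of glycolysis 3.11-fold (2.03-fold without *gapdh*), and those of the digestive enzymes of the pancreas 62.3-fold (20.8-fold without *prss1*). The gene left out of each sum is the most abundant member of its list. Sums of a list, here and below, run over all its measured entries, tested or not.

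The *kras* entry (NM_001003744) stood at 2.64 and 6.19 RPM in control 1 and control 2, and at 131.77 and 162.56 in tumor 1 and tumor 2. It was 33.3-fold higher in tumor (log2 change 4.85 ± 0.32 SE, n = 2 per group, limma adjusted p = 4.62e-06). An entry collects every tag that matches it, so the values do not separate the native gene from the transgene. The entry of *fabp10a* (NM_152960), the liver fatty acid binding protein whose promoter carries the transgene, was the most abundant entry in controls, with 130057 ± 7379 RPM in controls and 81489 ± 14295 in tumors (mean ± SD, n = 2). Its difference did not pass the threshold (limma adjusted p = 0.0571). These genes formed the list of the transgene context, which had too few members for camera and in which, adjusted over the list alone, *kras* was called higher and *fabp10a* lower.

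Of the 8750 entries tested, limma called 1569 higher and 2019 lower in tumor at a Benjamini-Hochberg adjusted p under 0.05, which is 41.0% of the entries. In each of the 3588 called entries, both tumor libraries lay beyond both control libraries. This held for 70.0% of all tested entries, where chance alone gives 33.3%. The change exceeded 16-fold in 45 of the higher entries and 181 of the lower ones, on the log2(value + 1) scale, which understates changes of low entries. Under the selection thresholds of the study, which use an unadjusted p, 713 entries were higher and 898 lower among 4025 entries over 10 RPM. The same rule picked 28 higher and 17 lower of 3677 entries when unchanged libraries were simulated with the same spread for all entries, which need not hold for the data. Counts of calls fell with DESeq2 on the recovered tags to 819 higher and 1184 lower, with a limma test against a fold of 1.5 to 672 and 1169, and the higher count to 916 at an adjusted p under 0.01. The lower count fell to 1224 over entries with a mean above 10 RPM, to 1111 without control 1 and to 1192 without control 2, and in these last 3 settings fewer entries were tested.

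Among the genes with the largest rise, *esm1* (NM_001076741), which encodes the secreted proteoglycan endocan, went from 1 tag in the controls to 911 ± 185 RPM in tumors, a ratio of pooled tags of 4140 (exact 95% counting interval 742 to 163000). The sterol enzyme gene *sqlea* (NM_001110039) rose 98.1-fold, from 2.51 ± 0.184 to 246 ± 76.1 RPM (limma adjusted p = 2.68e-07). The neuropeptide gene *vipb* (NM_001114555) rose to 70.03 ± 10.5 RPM, a ratio of pooled tags of 298 (exact 95% counting interval 53.1 to 11800), the phospholipid transfer protein gene *pltp* (NM_001003519) to 83.8 ± 5.88, a ratio of 181 (exact 95% counting interval 49.8 to 1500), and *sost* (XM_001340647), a secreted Wnt antagonist gene, to 75.2 ± 22, a ratio of 174 (exact 95% counting interval 47.8 to 1440). Each of these had at most 2 tags over both controls. The chitinase gene *chia.6* (NM_199603) rose 54-fold to 202 ± 79.9 RPM. The most abundant higher entries with a gene name encode plasma proteins and a ribosomal protein. The protease inhibitor gene *serpina1* rose from 21121 ± 1024 to 115542 ± 6602 RPM (mean ± SD, n = 2) or 5.47-fold. The inter-alpha-trypsin inhibitor gene *itih3b.1* rose 4.37-fold, the vitamin D binding protein gene *gc* 2.49-fold and *rps15a* 1.75-fold. The call of *rps15a* was lost without control 2 (limma adjusted p = 0.0614).

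On log2(RPM + 1), the largest decreases were in digestive enzymes. Trypsin *prss1* (NM_131708) fell from 67259.98 ± 7947 to 80.5 ± 15.8 RPM (mean ± SD, n = 2), 835-fold (limma adjusted p = 5.9e-09). The carboxypeptidase *cpa5* (NM_199271) fell 877-fold, the elastase *ela3l* (NM_001024408) 862-fold and the chymotrypsin genes *ctrl* (NM_001004582) and *ctrb.1* (NM_212618) 1528-fold and 860.1-fold. The folds of *ctrl* and *ctrb.1* rest on 4 and 6 tags over both tumors and are rough. The itaconate synthase relative *irg1l* (NM_001077607) went from 773 ± 75.4 RPM to 3 tags in tumors, a ratio of pooled tags of 1740 (exact 95% counting interval 595 to 8440). By the mean over all libraries, the most abundant lower entries with a gene name besides *prss1* were the apolipoprotein B gene *apobb.1* (19824 ± 746 against 11005 ± 1160.02 RPM), the methionine cycle enzyme gene *bhmt* (17989 ± 26.7 against 4856 ± 724) and *rpl10a* (11815 ± 319.9 against 7764 ± 356). The calls of *apobb.1* and *rpl10a* were lost without control 1 or without control 2 (limma adjusted p of 0.0661 to 0.0952 and of 0.175 to 0.224), and that of *rpl10a* also under TMM and upper quartile scaling.

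Of the 48 gene lists, 45 had at least 5 tested entries, and 28 passed the camera threshold with the preset correlation, 9 in the higher direction and 19 in the lower. With a correlation estimated per list, none of the 45 lists passed in camera, and the lowest adjusted p was 0.317 (unadjusted p under 0.05 for 3 lists). In that form camera takes its degrees of freedom from the few libraries, so hardly any list could pass after adjustment. Skeletal muscle markers had an estimated correlation of -0.038, below the preset 0.01, and lost their call too. The adjusted p with an estimated correlation, given for lists below, therefore does not show that gene correlation undid a call. By fry, which asks whether a list moves on balance one way and makes no comparison with other genes, 32 lists passed, and all 45 did when change in either direction was asked. Fry for 1 direction did not call the complement and coagulation and the vacuolar ATPase lists, which camera called, and did call the lists of mitochondrial ribosomal proteins, the cytoskeleton, p53 targets, cholangiocytes, stellate cells and lymphocytes, which camera did not. Over entries with a mean above 10 RPM 18 of 42 lists passed, and 18 of 43 without control 1, where fewer entries were tested.

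**Figure D1:**
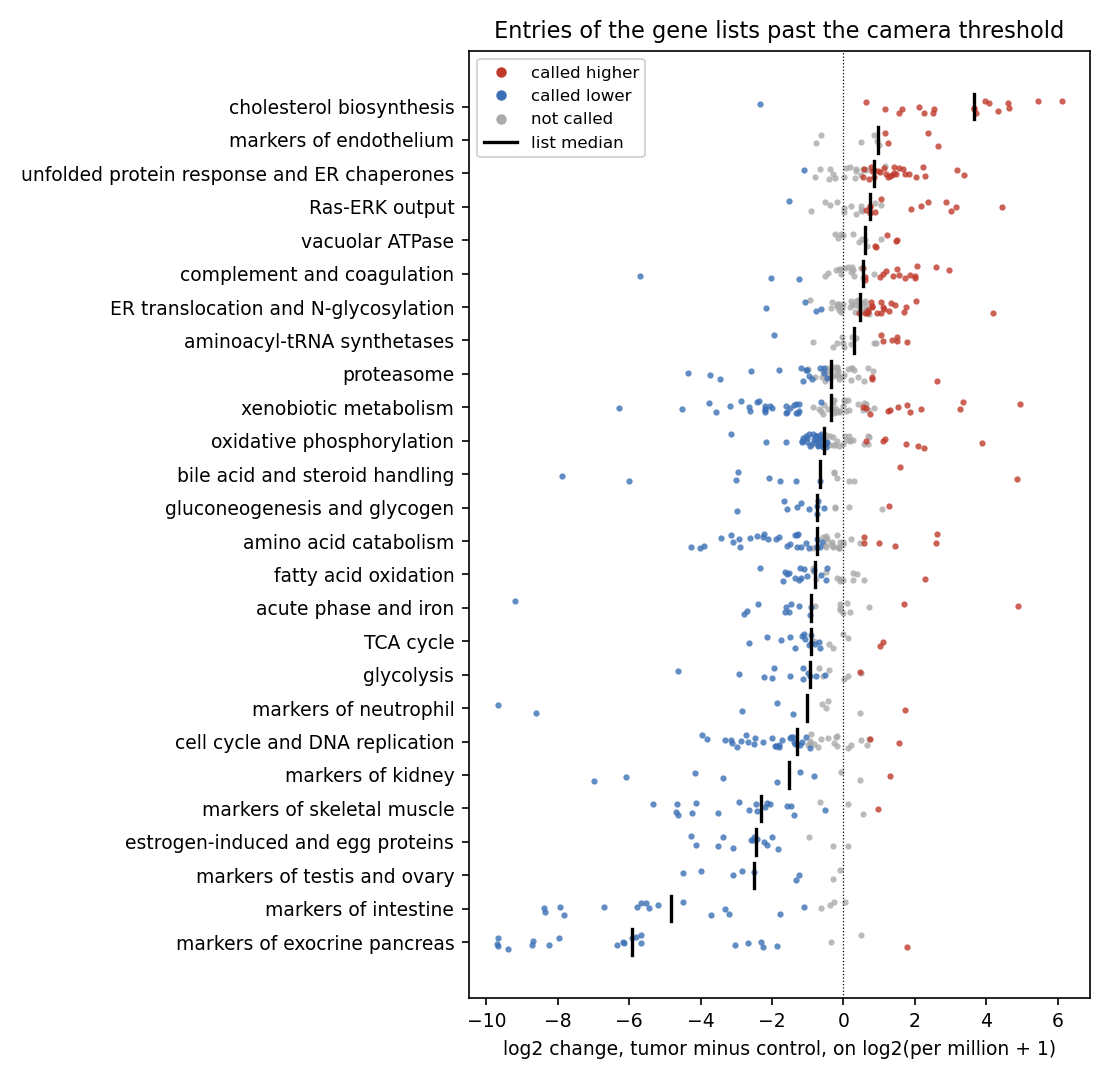
Each point is 1 transcript entry of a gene list, and the x axis gives its log2 change, tumor minus control, on log2(RPM + 1). Lists that passed camera with the preset correlation are drawn, other than the 2 chosen by the study, ordered by their median (black bar), from 3.65 for cholesterol biosynthesis to -5.92 for exocrine pancreas markers.

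Transcripts of cholesterol synthesis enzymes rose along nearly the whole pathway. Of 19 tested entries, 18 were higher and 1 was lower, and the counts were the same when adjusted over the list alone. The summed level of the 21 measured entries went from 218 and 229 RPM in the controls to 2671 and 3492 in the tumors, 13.8-fold. The HMG-CoA synthase gene *hmgcs1*, the most abundant member, rose 45.7-fold to 1275 ± 232 RPM (limma adjusted p = 5.42e-08), and the lanosterol demethylase gene *cyp51* 25.3-fold. The rate-limiting reductase gene *hmgcra* rose 30.4-fold. The lower member was *acat2*, which acts at the entry of the pathway and was named after its values were seen. Camera gave an adjusted p of 8.49e-11 for the list, and the adjusted p was 0.317 with an estimated correlation. Of the 15 fatty acid synthesis entries, 2 were higher and 3 lower, also when adjusted over the list alone, and camera did not call the list (adjusted p = 0.713). The elongase gene *elovl1a* rose 9.78-fold while *elovl6*, the most abundant member, fell 4.46-fold.

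**Figure D2:**
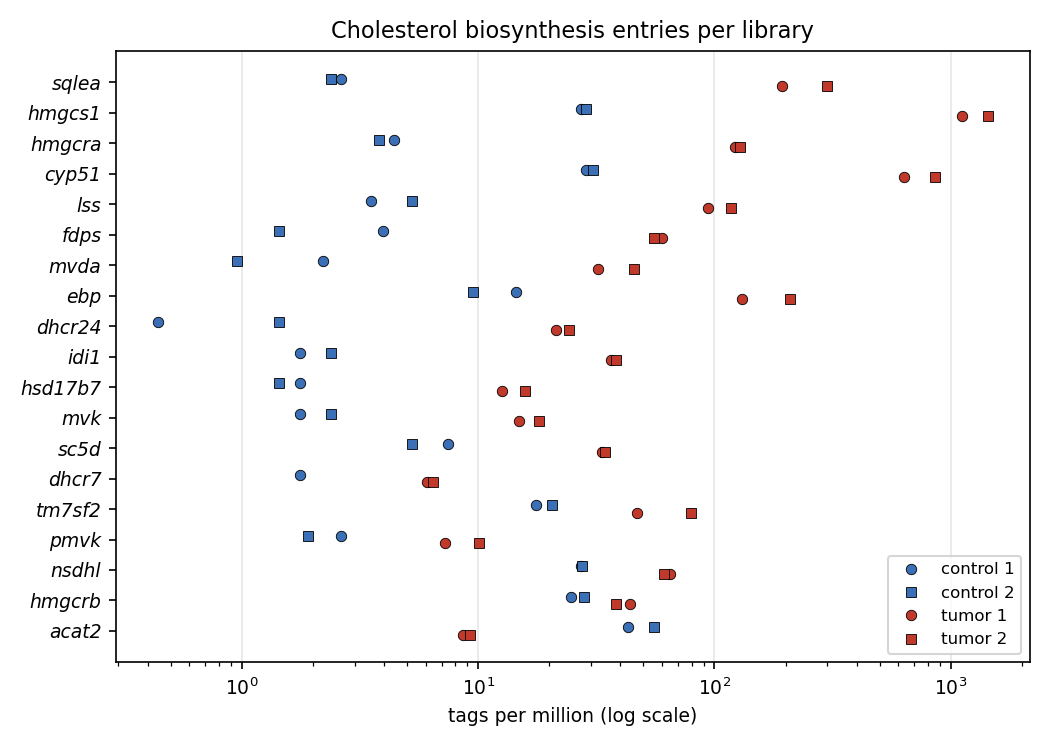
Tags RPM on a log axis for each tested cholesterol biosynthesis entry, 1 symbol per library, with controls in blue, tumors in red and values of 0 not drawn. Both tumor libraries lie above both controls in 18 entries and below them in *acat2*.

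More of the genes that respond to Ras-ERK signalling rose than fell. Of 28 entries, 13 were higher, 1 was lower and 14 were not called, with the same counts adjusted over the list alone (camera adjusted p = 6.39e-04, or adjusted p = 0.317 with an estimated correlation). The ERK feedback inhibitor gene *spry4* rose 32.1-fold, from 1.85 ± 0.75 to 59.3 ± 2.25 RPM, and the phosphatase genes *dusp2* and *dusp6* 11.2-fold and 4.75-fold. The apoptosis regulator gene *mcl1a*, the most abundant member, rose 2.07-fold. The list of pathway members themselves was not called (camera adjusted p = 0.124), with 7 higher and 4 lower of 34, also when adjusted over the list alone. Its higher entries include *kras* itself and *ptenb* (2.66-fold), and the translation repressor gene *eif4ebp3l* fell from 6.63 ± 0.049 to 0.315 ± 0.12 RPM, a ratio of pooled tags of 22.5 (exact 95% counting interval 5.68 to 194). Of 18 p53 target entries, 6 were higher and 3 lower (8 and 3 adjusted over the list alone), and camera did not call the list (adjusted p = 0.0642, or 0.0371 with no filter on low values and 0.0485 by fry for 1 direction). The polo-like kinase gene *plk2b* rose 13.5-fold and *sesn3* 2.67-fold.

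Lists of the endoplasmic reticulum were called in the higher direction. The unfolded protein response and chaperone list had 26 higher and 1 lower of 43 entries (27 and 1 adjusted over the list alone, with a camera adjusted p = 9.91e-07, or adjusted p = 0.341 with an estimated correlation). In it, *selenof* rose 10.9-fold, the stress transcription factor gene *atf4b* 9.34-fold and the ER-associated degradation gene *herpud1* 4.98-fold to 240.1 ± 15.9 RPM. The ER translocation and N-glycosylation list had 20 higher and 4 lower of 51 (22 and 4 adjusted over the list alone, with a camera adjusted p = 0.00107, or adjusted p = 0.317 with an estimated correlation). Its call was lost without control 1. With each library left out, its median log2 change was 0.481 to 0.491, against 0.458 with all libraries. The N-glycan branching enzyme gene *mgat4b* rose 20.6-fold and the translocation gene *tram1* 3.26-fold. The vacuolar ATPase list passed camera (adjusted p = 0.0248, or adjusted p = 0.372 with an estimated correlation and 0.132 by fry for 1 direction) with 5 higher and 0 lower of 15, also when adjusted over the list alone, among them *atp6v1c1a* (3.08-fold) and *atp6v1aa* (2.39-fold). DESeq2 and the limma test against a fold of 1.5 did not call *atp6v1c1a* (adjusted p of 0.0522 to 0.0638). The aminoacyl-tRNA synthetase list passed too (adjusted p = 0.0471, or adjusted p = 0.337 with an estimated correlation), with 6 higher and 1 lower of 18 (7 and 1 adjusted over the list alone), such as *cars1* (3.52-fold higher) and *rars1* (3.9-fold lower). Both of these calls were lost when any 1 of the 4 libraries was left out, and both over entries above 10 RPM. With each library left out, median log2 changes were 0.558 to 0.864 and 0.278 to 0.324, against 0.591 and 0.292 with all libraries. That of the synthetases was also lost with edgeR, with voom and after rescaling without other-organ entries.

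The lists of the translation machinery were not called by camera. Of 71 cytosolic ribosomal protein entries 13 were higher and 11 lower (11 and 11 adjusted over the list alone, with a camera adjusted p = 0.729, median log2 change -0.04, mean 0.06, and median -0.21 with values rescaled without other-organ entries), *rps24* being 6.95-fold higher. Of 61 ribosome biogenesis entries 7 were higher and 3 lower (2 and 1 adjusted over the list alone, with a camera adjusted p = 0.13). Of 70 translation factor entries 16 were higher and 9 lower, also when adjusted over the list alone (camera adjusted p = 0.173), with the cap-binding gene *eif4e1c* 3.78-fold higher. Of 46 mitochondrial ribosomal protein entries 2 were higher and 11 lower (2 and 9 adjusted over the list alone, with a camera adjusted p = 0.152), with *mrpl30* 38.5-fold lower.

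Transcripts of secreted liver proteins moved in both directions. Of 34 complement and coagulation entries, 16 were higher and 3 lower, also when adjusted over the list alone (camera adjusted p = 0.00135, or adjusted p = 0.324 with an estimated correlation and 0.0744 by fry for 1 direction). The antiplasmin gene *serpinf2a* rose 7.58-fold, the complement gene *c3b.2* 4.05-fold, and the mannose-binding lectin gene *mbl2* fell 112-fold (6 tags over both tumors). Of 24 entries of the list of other plasma proteins, which also holds *fabp10a*, 11 were higher and 7 lower (12 and 8 adjusted over the list alone), with a positive median log2 change of 0.39 and a negative mean of -0.21, and camera did not call the list (adjusted p = 0.264). The apolipoprotein genes *apoa1a*, *apoba* and *apoa4b.1* fell 31-fold, 16.4-fold and 9.3-fold. Apolipoproteins are also made in gut, and intestine markers were 27.8-fold lower in sum, so these falls need not be changes of liver cells. Entries of other organs held 10.5% and 11.8% of the tags in control 1 and control 2 against 0.292% and 0.258% in tumor 1 and tumor 2. The hepatocyte transcription factor list had 4 higher and 2 lower of 16, also when adjusted over the list alone (camera adjusted p = 0.729, median -0.04, mean 0.06), with *cebpa* 3.41-fold higher and *hnf4g* 2.84-fold lower. In the extracellular matrix list 6 entries were higher and 5 lower of 27 (6 and 6 adjusted over the list alone, with a camera adjusted p = 0.729, median -0.11, mean 0.10). There the fibronectin gene *fn1b* rose 4.8-fold to 3262 ± 498 RPM, and the osteopontin gene *spp1*, at 0 in both controls, was at least 12-fold higher. In the cytoskeleton and keratin list 8 were higher and 16 lower of 45 (9 and 16 adjusted over the list alone, with a camera adjusted p = 0.374), and the keratin genes *krt5* and *krt4* fell 66.9-fold and 17.1-fold.

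Lists of energy and amino acid metabolism were called in the lower direction by camera with the preset correlation. The glycolysis list had 12 lower and 1 higher of 19 entries and the amino acid catabolism list 28 lower and 6 higher of 55 (12 and 1, and 29 and 6, adjusted over the list alone). Camera gave adjusted p of 0.00122 and 3.06e-05 for them, and both had an adjusted p = 0.317 with an estimated correlation. The glycolytic genes *gapdh* and *pklr* fell 7.43-fold and 4.68-fold, the transsulfuration gene *cbsa* 17.4-fold, and the tyrosine breakdown genes *fah* and *hgd* 11.3-fold and 5.34-fold. The TCA cycle list had 14 lower and 2 higher of 21 (camera adjusted p = 0.00202, or adjusted p = 0.357 with an estimated correlation), with the fumarase gene *fh* 6.59-fold lower. The fatty acid oxidation list had 15 lower and 1 higher of 28 (camera adjusted p = 0.00547, or adjusted p = 0.317 with an estimated correlation). There *slc27a2a* fell 5.1-fold, the peroxisomal oxidase gene *acox1* 3.09-fold, and the mitochondrial gene *hadhb* rose 5.15-fold. For both of these lists the counts were the same adjusted over the list alone, and both calls were lost without tumor 1 or without tumor 2. With each library left out, their medians were -0.932 to -0.825 and -0.815 to -0.571, against -0.898 and -0.788 with all libraries. The oxidative phosphorylation list had 31 lower and 7 higher of 60 (33 and 7 adjusted over the list alone, with a camera adjusted p = 0.0135, or adjusted p = 0.337 with an estimated correlation). The gluconeogenesis and glycogen list had 10 lower and 1 higher of 15 (10 and 2 adjusted over the list alone, with a camera adjusted p = 0.0333, or adjusted p = 0.317 with an estimated correlation). The gluconeogenic gene *fbp1b* fell 8.3-fold and the cytochrome oxidase gene *cox5b2* 9.47-fold. These last 2 list calls were lost when any 1 of the 4 libraries was left out. Median log2 changes were then -0.544 to -0.505 and -0.883 to -0.67, against -0.537 and -0.736 with all libraries. The muscle enzyme gene *pgam2* was at 0 in both tumors, *gapdh* stands in the list of skeletal muscle markers as well, and the other markers of that list were 2.4-fold lower in sum.

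Lists of detoxification, bile acid handling, the acute phase and the proteasome were called in the lower direction. The xenobiotic metabolism list had 27 lower and 12 higher of 66 entries (30 and 12 adjusted over the list alone, with a camera adjusted p = 0.0431, or adjusted p = 0.383 with an estimated correlation). Its monooxygenase gene *fmo5* fell 155-fold (4 tags over both tumors, with 0 RPM in tumor 1), and the conjugating enzyme genes *sult3st2* and *gsta.2* rose 36.9-fold and 10.7-fold. The bile acid and steroid list had 8 lower and 2 higher of 15, also when adjusted over the list alone (camera adjusted p = 0.0437, or adjusted p = 0.317 with an estimated correlation). There the hydroxysteroid dehydrogenase gene *hsd17b3* fell 177-fold (4 tags over both tumors), and *fgfr4*, the liver receptor of the bile acid signal FGF19, rose 45.7-fold. The acute phase and iron list had 11 lower and 2 higher of 21, also when adjusted over the list alone (camera adjusted p = 0.039, or adjusted p = 0.317 with an estimated correlation). The C-reactive protein relative *crp4* rose from 2 tags to 39.4 ± 1.55 RPM, a ratio of pooled tags of 86.8 (exact 95% counting interval 23.8 to 720), while the cytokine signalling inhibitor gene *socs1a* fell 9.09-fold. The proteasome list had 15 lower and 3 higher of 47 (14 and 3 adjusted over the list alone, with a camera adjusted p = 0.0427, or adjusted p = 0.341 with an estimated correlation), with the immunoproteasome gene *psmb9a* 11.9-fold lower. These 4 calls lay near the threshold, and all were lost with edgeR and over entries above 10 RPM. The xenobiotic call was also lost when any 1 of the 4 libraries was left out. The bile acid and acute phase calls were lost without control 1 or control 2, and the proteasome call without control 1, tumor 1 or tumor 2. Median log2 changes with each library left out were -0.546 to -0.243, -0.673 to -0.252, -1.103 to -0.609 and -0.432 to -0.191 for these lists in the same order. Without a control, entries under 1 RPM in both tumors were no longer tested, among them *hsd17b3*, *cyp46a1.1* and *irg1l*. The loss of the bile acid and acute phase calls therefore does not show that they rest on 1 control library. The proteasome call was lost under TMM and upper quartile scaling and with voom too (adjusted p of 0.0607 to 0.0945 with edgeR and entries above 10 RPM included) and the xenobiotic call with a pseudocount of 0.1 (0.0502 to 0.115). Markers of intestine and kidney, organs with transporters and detoxifying enzymes of their own, were lower as well, by 27.8-fold and 4.02-fold in sum. The antioxidant list had 9 lower and 5 higher of 30 (9 and 6 adjusted over the list alone, with a camera adjusted p = 0.729), with the glutathione peroxidase gene *gpx1b* 11-fold lower.

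Markers of other organs were far lower in tumor libraries. Exocrine pancreas entries held 9.22% and 10.5% of all tags in the controls and 0.176% and 0.141% in the tumors, with 20 lower and 1 higher of 23 (20 and 2 adjusted over the list alone, with a camera adjusted p = 7.2e-14). Intestine entries had 16 lower of 20 and were 27.8-fold lower in sum (camera adjusted p = 7.34e-11). There the fatty acid binding protein genes *fabp1b.1* and *fabp6* fell 372-fold and 526-fold and the glucose transporter gene *slc5a1* 350.1-fold. Skeletal muscle entries had 18 lower and 1 higher of 22 (camera adjusted p = 9.91e-07), testis and ovary entries 7 lower of 9 (camera adjusted p = 0.00111) and kidney entries 7 lower and 1 higher of 10 (camera adjusted p = 0.00693). For these 4 lists the counts adjusted over the list alone were the same. All 5 lists had an adjusted p = 0.317 with an estimated correlation. The skeletal muscle call was lost without control 1 or without control 2 (adjusted p of 0.238 to 0.285), where fewer entries were tested, and the kidney call over entries above 10 RPM. Several markers were at 0 in both tumor libraries: insulin (*ins*) was at least 76.7-fold lower, the renal sulfate transporter gene *slc13a1* at least 69.9-fold, and the cardiac actin gene *actc1b* at least 41.3-fold. Of the 4 tested endocrine pancreas entries 3 were lower, also when adjusted over the list alone, too few for camera.

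**Figure D3:**
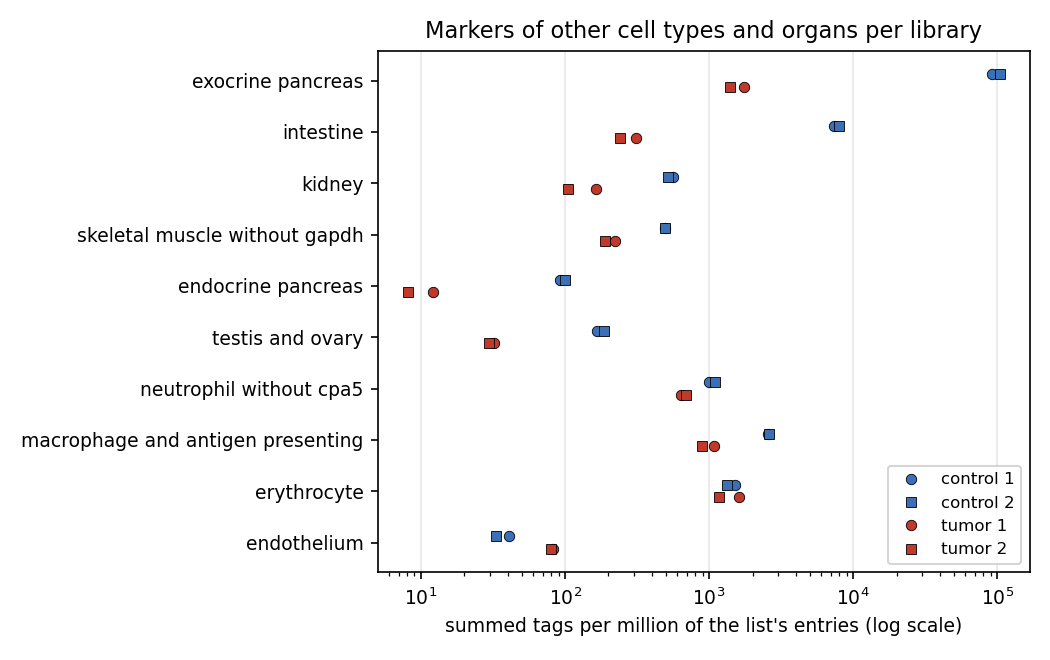
Summed RPM of the measured entries of each marker list on a log axis, 1 symbol per library, with controls in blue and tumors in red, and *gapdh* and *cpa5*, which stand in other lists too, left out of the muscle and neutrophil sums. Exocrine pancreas entries sum to 92224 and 104769 in the controls and to 1757 and 1405 in the tumors, while erythrocyte entries lie between 1178 and 1612 in all 4 libraries.

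Cell types that a liver itself holds moved less evenly. In sum, cholangiocyte entries were 6.61-fold, stellate and fibroblast entries 2.91-fold, macrophage entries 2.61-fold and erythrocyte entries 1.02-fold lower. Lymphocyte entries were 1.02-fold and endothelial entries 2.19-fold higher. Nearly all of the lymphocyte sum was 1 entry, *il7r*, with 24675 of 24704 RPM in control 1 and 29202 of 29212 in tumor 1. That sum does not speak for the other lymphocyte entries. Over the 5 tested ones the median log2 change was -1.03, and 4 changes were negative. Most of the cholangiocyte sum was 1 entry, *lgals2b*. It held 11374 and 12361 of 12731 and 13680 RPM in control 1 and control 2. In tumor 1 and tumor 2 it held 1457 and 1619 of 1921 and 2076 RPM. The fall of that sum is therefore mainly that of *lgals2b* and does not speak for the other entries. Neutrophil entries had 5 lower and 1 higher of 10, also when adjusted over the list alone (camera adjusted p = 0.0251, or adjusted p = 0.317 with an estimated correlation), a call lost with edgeR, with no filter on low values, over entries above 10 RPM and after rescaling without other-organ entries (adjusted p of 0.0809 to 0.239). The myeloperoxidase gene *mpx* fell 837-fold (6 tags over both tumors), to 0.12% of its control level like the pancreas gene *prss1*, and *cpa5* stands in the pancreas list as well. Without *cpa5* and *mpx* the neutrophil entries were 2.12-fold higher in sum, and 1.39-fold lower once *s100a10b*, singled out after its values were seen, was left out too. Of 10 endothelial entries 4 were higher and 0 lower, also when adjusted over the list alone (camera adjusted p = 0.0411, or adjusted p = 0.317 with an estimated correlation), for example *plvapa* 5.96-fold. That call was lost when any 1 of the 4 libraries was left out, with voom, edgeR or a pseudocount of 0.1. With each library left out, the median log2 change of the endothelial list was 0.754 to 1.144, against 0.969 with all libraries. Camera did not call the cholangiocyte list (adjusted p = 0.124, 6 lower and 3 higher of 15), the stellate and fibroblast list (adjusted p = 0.112, 4 lower and 1 higher of 14), the macrophage list (adjusted p = 0.278, 11 lower and 6 higher of 21) or the erythrocyte list (adjusted p = 0.278, 5 lower and 1 higher of 16), and adjusted over the list alone these counts were the same. The first 2 of these lists were called lower with the replicate number as a block (adjusted p of 0.0455 and 0.0371) and by fry for 1 direction (0.00811 and 0.0055), and the cholangiocyte list with voom (0.047). Both were also called lower when any 1 of the 4 libraries was left out. Such fits gave far smaller p-values for strongly changed entries, such as *kras*, than the fit of all libraries, so these added calls carry little weight. In the 4 lists the galectin gene *lgals2b* fell 7.71-fold, the smooth muscle genes *tagln* and *acta2* 54.6-fold and 46.1-fold, and the complement gene *c1qc* rose 26.6-fold. The lymphocyte list had 2 lower of 5 (3 adjusted over the list alone, with a camera adjusted p = 0.264). Of the thrombocyte list no entry reached the level needed for testing.

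Lists of cell cycle and egg protein transcripts were called lower, in the same direction as the testis, ovary and intestine markers. The cell cycle and DNA replication list had 28 lower and 2 higher of 47 entries (32 and 2 adjusted over the list alone, with a camera adjusted p = 1.9e-05, or adjusted p = 0.317 with an estimated correlation). The mitotic cyclin genes *ccnb1* and *ccnb2* fell 41.8-fold and 27.5-fold, from 23 ± 3.57 and 27.1 ± 2.15 RPM in controls to 4 and 7 tags over both tumors. The microtubule regulator gene *stmn1a* rose 3.06-fold. The estrogen-induced and egg protein list had 13 lower and none higher of 16 (14 lower adjusted over the list alone, with a camera adjusted p = 2.88e-06, or adjusted p = 0.317 with an estimated correlation). The vitellogenin gene *vtg5* fell 5.67-fold, from 1039.7 ± 21.3 to 183 ± 29.3 RPM, and the egg envelope gene *zp3a.2* was at 24.9 ± 7.67 RPM in controls and at 3 tags in tumors, a ratio of pooled tags of 56.8 (exact 95% counting interval 18.9 to 280).

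The called members that fall outside the rule for naming, in lists with at most 5 called members in that direction, were chosen after their values were seen. Against the direction of their list went *plk3* (Ras-ERK output, 3.13-fold lower), *asns* (unfolded protein response, 2.25-fold lower), *mpdu1a*, *srp54* and *ddost* (ER translocation and glycosylation, lower), *c3a.6* and *serpinf2b* (complement, lower), the liver glucose transporter gene *slc2a2* (glycolysis, 1.37-fold higher), *fbp2* (gluconeogenesis, higher and at 0 in both controls), *idh2* and *mdh2* (TCA cycle, 2.16-fold and 2.12-fold higher) and *abcc2* (bile acid handling, higher). So did *psmb7*, *psmg1* and *psmd12* (proteasome), *crp2* (acute phase), the cyclin D gene *ccnd1* (cell cycle, 1.74-fold), the amylase gene *amy2al1* (exocrine pancreas, 3.48-fold), *ckmb* (muscle) and *trpm7* (kidney), all higher. With their list rose *atp6v0d1* and *atp6v0b* (vacuolar ATPase) and *egfl7* (endothelium), and *ncf1*, *illr4* and *npsn* (neutrophil) fell. In lists that camera did not call, *aclya*, *hhex*, *txnrd3*, *txnb*, *selenop*, *nqo1*, *glrx3*, *mrpl51*, *mrpl16*, *notch2*, *cldn7b*, *jag1b* and *cygb1* were higher, and *agpat2*, *hnf4b*, *emg1*, *nop53*, *rps6kb1b*, *rps6ka1*, *cd44a*, *itgb4*, *pxna*, *bgnb*, *bbc3*, *baxb*, *tigarb*, *hand2*, *hbp1*, *ba1l* and *hemgn* were lower.

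The last lists hold the genes that the study had picked as shared by its tumor models, partly on these libraries, so their direction here is no independent evidence. They held 21 higher and 16 lower genes. Of the former 19 were called higher and 2 were not called, and all 16 of the latter were called lower (camera adjusted p = 5.87e-09 and 1.47e-08, and adjusted p = 0.317 for both with an estimated correlation). Adjusted over the list alone, 21 and 16 passed. Of the 19 higher calls, those of *eif5a2*, *fam162a*, *foxa3*, *rhot1a* and *stt3a* were lost without control 2 (limma adjusted p of 0.0673 to 0.13), and so were *eif5a2* without control 1 (0.0706), *foxa3* without tumor 1 (0.0663) and *fam162a* and *rhot1a* without tumor 2 (0.0742 to 0.179). Of the lower ones, *apobb.1* was lost without control 1 or control 2 (0.0661 to 0.0952). DESeq2 did not call *fam162a*, *foxa3*, *rhot1a*, *rrp9* and *hsdl2*, the rescaling without other-organ entries did not call *eif5a2* and *fam162a*, and 12 of the higher and 4 of the lower calls were lost in the test against a fold of 1.5. The 2 genes not called were *mrps9* (14.1 ± 1.15 against 22.1 ± 1.9 RPM) and *noc4l* (12.3 ± 1.9 against 20.04 ± 0.962). Besides *hmgcra* and *mgat4b*, the largest rises were in *reep2* (7.17-fold) and the entry NM_213553 (6.79-fold), while the tumor suppressor gene *tp53* rose 1.92-fold. NM_213553 has no gene name here, and its fold is the one that the study gave for *abce1*. The largest declines were in *hsd17b3* (177-fold, on 4 tags over both tumors), *miox* (9.09-fold), *fbp1b* (8.3-fold) and the integrin gene *itgb1b.2* (7.34-fold). The antioxidant gene *sod1* fell 1.85-fold.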

Values the study reported

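At a fold change over 1.5, a p value under 0.05 and more than 10 TPM in either group, the study reported 797 genes as up-regulated and 902 as down-regulated in the kras tumors. Among genes shared by all of its tumor models, it gave kras fold changes of 30.45 for the higher gene hmgcra, 20.55 for mgat4b and 3.05 for stmn1a. For genes that were lower in tumors it gave 8.33 for fbp1b, 9.09 for miox, 9.09 for cyp2ad2, 10.00 for ak3l1, 100.00 for hsd17b3 and 1.85 for sod1.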

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

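Of these alternatives, edgeR, TMM scaling, the rescaling without other-organ entries, the thinning of tumor 1, the counts without entries over 16 times higher in control and the symbol matching were chosen after seeing the data. The kras level kept its direction and its call in all 20 alternatives, with a log2 change of 3.45 to 5.34. Of 175 called named genes, 140 kept their call in every alternative that tested them and 35 did not, 34 of these in the test against a fold of 1.5. Only 133 of the 175 were tested in every alternative, and 101 of those kept their call. Against 1569 higher and 2019 lower entries, the DESeq2 Wald test on recovered tags gave 819 and 1184, the test against a fold of 1.5 gave 672 and 1169, an adjusted p under 0.01 gave 916 higher, and entries with a mean over 10 RPM, of which fewer were tested, gave 1224 lower. With each library left out, 1111 to 1628 were higher and 1111 to 1778 lower, and 18 to 21 lists passed in place of 28, with fewer libraries. Over entries above 10 RPM 18 lists passed, 0 with an estimated correlation and 45 by fry for change in either direction. Under the thresholds of the study with an adjusted p in place of the unadjusted one, 232 entries were higher and 404 lower in place of 713 and 898. Upper quartile scaling moved the median of all entries from -0.03 to 0.11, and the rescaling without other-organ entries moved it to -0.17, so that 51.5% and 36.4% of calls were higher against 43.7%. With the replicate block, 1918 were higher, 2267 lower and 30 lists passed, the cholangiocyte and the stellate and fibroblast lists being the added ones, and no called list or named gene lost its call. The numbers mark no stated pairing, and the differences between replicate 1 and replicate 2 correlated at 0.094 between the groups.

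The direction of some uncalled results turned, by the sign of camera for lists. With each library left out, the median of the list fatty acid synthesis was 0.032 to 0.263 and that of the list hepatocyte plasma proteins 0.274 to 0.536, with the camera direction turned without control 2 in the former and in all 4 in the latter. For the list cytosolic ribosomal proteins the rescaling turned that direction at a median of -0.212, against -0.044 before. Medians changed sign in 7 lists, none of them called, for example to 0.119 under upper quartile scaling in that list, to -0.087 on rescaling in translation factors and to 0.509 without control 1 in antioxidant enzymes. Log2 changes with each library left out were -0.407 to 0 for *cyp1a*, -0.01 to 0.265 for *fgb*, -0.204 to 0.027 for *fthl27*, -0.153 to 0.013 for *gpx1a*, -0.07 to 0.474 for *hbaa1*, -0.428 to 0.38 for *il7r* and -0.158 to 0.38 for *rps25*. The rescaling gave -0.039 for *fgb* and -0.055 for *rps25*, upper quartile scaling 0.076 for *fthl27*, 0.094 for *gpx1a* and 0.14 for *il7r*, TMM scaling 0.014 for *gpx1a* and 0.06 for *il7r*, and for *il7r* DESeq2 gave 0.044, voom 0.007 and edgeR 0.011. Except where fewer entries or libraries were tested, the cause was not tested. Depth limits entries of a few tags, since 2301 to 2542 entries per library rest on 1 tag.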

Other observations

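The genes, lists and tests in this part were all chosen after their values were seen. Some abundant entries with a clone name or none rose. The entry zgc:123103 rose from 3251 ± 310.4 to 68877 ± 6192 RPM (mean ± SD, n = 2), which is 0.325% and 6.89% of all tags, and XM_692954 from 1606 ± 113 to 42021 ± 2883. NM_001080618 had 2 tags over both controls and 42087 in tumors, a ratio of pooled tags of 13600 (exact 95% counting interval 3760 to 112000). Of 17 extracellular protease inhibitor entries, 9 were higher and 2 lower (camera adjusted p = 0.00564, or adjusted p = 0.374 with an estimated correlation), and their sum was 4.06-fold higher, with *itih3a.1* 6.22-fold and *serpina1l* 6.25-fold higher. The paralogs of apolipoprotein E parted, *apoea* falling 165-fold and *apoeb* rising 5.56-fold to 5168 ± 1092 RPM, and so did those of amylase, *amy2a* and *amy2al2* falling 5.24-fold and 6.61-fold and *amy2al1* rising 3.48-fold.

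Among macrophage and antigen presentation markers, the complement genes *c1qa*, *c1qb* and *c1qc* rose 3.14-fold, 5.9-fold and 26.6-fold, while the antigen presentation genes *cd74a*, *cd74b*, *ctss2.1* and *mhc2dgb* fell 2.29-fold, 3.33-fold, 2.39-fold and 4.82-fold. Of 13 brush border transporter entries, 12 were lower and none higher (camera adjusted p = 1.3e-08, or adjusted p = 0.243 with an estimated correlation). Of 19 lysosomal entries, 6 were higher and 3 lower, and camera did not call the list (adjusted p = 0.0691). Of the smaller lists, 1 of 3 sterol-regulated genes outside the pathway was higher, 1 of 4 LXR targets was higher and 2 lower, none of 4 hypoxia targets was called, 1 of 3 Wnt targets was higher and 2 lower, and 1 of 4 YAP targets was higher. Control libraries held egg envelope transcripts, such as *zp3a.2* at 24.9 ± 7.67 RPM, although the fish were stated to be male.

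Transcripts of digestive and other organs were lower in tumor libraries. Values argue against traces of pancreas RNA in the tumor pools as the source of their *cpb1* and *cel.1* tags, which lay 176 and 230 times above the level that the ratio of *prss1* gives, since *prss1* was at 0.12% of its control level and *cpb1* and *cel.1* at 21% and 27.5%. RNA of pancreas, gut and other viscera in the control pools remains a candidate source. Lists of 5 unrelated organs all passed camera in the lower direction, but that restates the pattern and cannot favour this source. Each had an adjusted p = 0.317 with an estimated correlation, and the muscle call was lost without control 1 or control 2, where fewer entries were tested. Lower expression in the liver cells themselves predicts the same direction, and the median log2 change of -5.92 in the exocrine pancreas list restates the pattern as well. The explanations cannot be told apart without libraries of single dissected organs. In this list 16 of 23 entries were under 1% of their control level.

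Transcripts of some secreted liver proteins, such as *serpina1*, were higher in tumor libraries, and those of others were lower. Dilution of liver transcripts by other tissue in the control pools could raise them all by about 1 factor. The 5 plasma protein entries compared had at least 1000 RPM in controls, with apolipoproteins and *rbp4* left out because they are also made in gut. Over these 5, log2 changes ran from -0.23 ± 0.17 SE in *ahsg2* to 2.45 ± 0.21 SE in *serpina1* with an SD of 1.11. The SD was 1.27 with *fabp10a*, which stands in the same list but is not secreted. This spread argues against dilution as the whole cause. Higher expression in tumor cells remains open and was not tested.

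Cell cycle transcripts were lower in tumor libraries. Dividing cells of other organs in the control pools remain a candidate source, as the median log2 change of the list was -1.30, between 0 and the medians of the testis and ovary list (-2.51) and the intestine list (-4.84). Slower division of liver cells in tumors would give the same sign, so the explanations cannot be told apart by these lists.

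The fold of *cyp2ad2* here was 3.02. That is lower than the value quoted from the study above, which is the same as the one quoted for *miox*. The fold of *ak4* (NM_213299), which the study names *ak3l1*, was 2.58 here. That is lower than the value quoted from the study above. The fold of *hsd17b3* here was 177, on 4 tags over both tumors. That is higher than the value quoted from the study above, which is the inverse of the ratio of tumor to control here, 0.00564, once that is rounded to 2 decimals.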
